# LncRNA LEGLTBC Functions as a ceRNA to Antagonize the Effects of miR-34a on the Downregulation of SIRT1 in Glucolipotoxicity-Induced INS-1 Beta Cell Oxidative Stress and Apoptosis

**DOI:** 10.1155/2019/4010764

**Published:** 2019-10-14

**Authors:** Xiang Kong, Chong-xiao Liu, Guo-dong Wang, Hui Yang, Xin-ming Yao, Qiang Hua, Xiao-yong Li, Hong-mei Zhang, Ming-zhe Ma, Qing Su, Kun Lv

## Abstract

Type 2 diabetes mellitus is a chronic metabolic disorder characterized by elevated blood glucose and/or high serum free fatty acids. Chronic hyperlipidemia causes the dysfunction of pancreatic beta cells, which is aggravated in the presence of hyperglycemia (glucolipotoxicity). Long noncoding RNAs (lncRNAs) have been suggested to play key roles in type 1 diabetes mellitus development. However, their roles in glucolipotoxicity-induced beta cell dysfunction are not fully understood. In the present study, we identified the differentially expressed lncRNAs in INS-1 cells exposed to high glucose and palmitate (HG/PA). Among the dysregulated lncRNAs, NONRATT003679.2 (low expression in glucolipotoxicity-treated beta cells (LEGLTBC)) was involved in glucolipotoxicity-evoked rat islet beta cell damage. LEGLTBC functioned as a molecular sponge of miR-34a in INS-1 cells. Additionally, SIRT1 was identified as a target of miR-34a and LEGLTBC promoted SIRT1 expression by sponging miR-34a. The upregulation of LEGLTBC attenuated HG/PA-induced INS-1 cell injury through the promotion of SIRT1-mediated suppression of ROS accumulation and apoptosis. This is the first study to comprehensively identify the lncRNA expression profiling of HG/PA-treated INS-1 beta cells and to demonstrate that LEGLTBC functions as a competing endogenous RNA and regulates miR-34a/SIRT1-mediated oxidative stress and apoptosis in INS-1 cells undergoing glucolipotoxicity.

## 1. Introduction

Abundant nutrient intake in combination with decreased exercise contributes to the global epidemic of obesity and type 2 diabetes mellitus (T2DM), which is characterized by insulin resistance and/or pancreatic beta cell dysfunction [1]. A common feature of T2DM individuals is elevated blood glucose and/or high serum free fatty acids (FFA) [2]. Chronic elevation of hyperglycemia causes beta cell failure characterized by impaired insulin secretion and enhanced islet beta cell apoptosis (glucotoxicity) [3, 4]. Furthermore, long-term exposure of beta cells to FFA triggers apoptosis (lipotoxicity) and the elevated glucose augments fatty acid-induced beta cell death (glucolipotoxicity) [5–7]. The glucolipotoxicity plays a pivotal role in the worsening of beta cell function over time, which has been implicated in the development of T2DM [8]. Nonetheless, the molecular mechanisms involved in glucolipotoxicity-induced beta cell dysfunction are not fully understood.

As yet, studies have focused mainly on protein-coding genes, giving minor attention to the majority of eukaryotic transcriptomes, noncoding RNAs (ncRNAs). In the context of T2DM, microRNAs (miRNAs) are the most studied ncRNAs [9, 10]. The miRNAs, such as miR-34a, miR-146, miR-199-5p, and miR-139-5p, play important roles in the control of islet beta cell differentiation, function, and mass during the development of T2DM [11–13]. In addition to miRNAs, the long noncoding RNAs (lncRNAs), defined as transcripts longer than 200 nucleotides, have been identified as another class of functional molecules. Recent studies have identified the expression profiles of lncRNAs in beta cells after exposure to a combination of proinflammatory cytokines using microarray analysis [14, 15]. Differentially expressed lncRNAs have been confirmed in islets of NOD mice, a well-known model of type 1 diabetes mellitus [15]. However, to the best of our knowledge, there are no data regarding the expression patterns, targets, and functions of lncRNAs in beta cells after exposure to high-glucose and palmitate- (HG/PA-) induced glucolipotoxicity.

For the first time, we here aim to identify the lncRNAs that were differentially expressed in HG/PA-treated INS-1 beta cells by RNA sequencing (RNA-Seq). Some of the interesting lncRNAs with considerable alterations were verified by quantitative real-time reverse transcription PCR (qRT-PCR) in INS-1 cells and rat pancreatic islets after HG/PA treatment. Among the dysregulated lncRNAs, NONRATT003679.2 was markedly downregulated (fold change: 5.49; *P* = 1.28 × 10^−8^) in HG/PA-treated INS-1 beta cells, and which for simplicity will be hereafter referred to as lncRNA LEGLTBC (low expression in glucolipotoxicity-treated beta cells). The effects of LEGLTBC on glucolipotoxicity-mediated INS-1 cell damage were further investigated. The present research might provide significant new insights into the pathogenesis of glucolipotoxicity-induced beta cell dysfunction.

## 2. Materials and Methods

### 2.1. Islet Isolation, Cell Culture, and Treatment

As described in our previous studies [16, 17], rat INS-1 beta cells (a gift from Prof. Xiao Wang, Shanghai Institute of Endocrine and Metabolic Diseases, passages 30-35) were grown in RPMI 1640 medium containing 11.1 mM glucose, 10% fetal bovine serum, 50 *μ*M 2-mercaptoethanol, 10 mM HEPES, 2 mM L-glutamine, 1 mM sodium pyruvate, 100 U/mL penicillin, and 100 *μ*g/mL streptomycin. All reagents were purchased from Invitrogen (Carlsbad, CA). As described in our previous report [16], PA was dissolved in 0.1 M sodium hydroxide to prepare a stock solution (100 mM). Five percent (wt/vol) fatty-acid-free BSA (Roche, USA) solution was prepared in double-distilled H_2_O. A 5 mM PA/5% BSA solution was prepared by complexing an appropriate amount of PA to 5% BSA. The above solution was then cooled to room temperature and diluted in RPMI 1640 to final concentrations.

INS-1 cells were grown to confluence, stimulated with 0.5 mM PA in the presence of 25 mM glucose (HG) for 24 h. The cell line and incubation conditions were chosen because 25 mM glucose/0.5 mM PA has been demonstrated to induce obvious glucolipotoxicity in INS-1 cells. Accordingly, this cell model has been used to explore the glucolipotoxicity-induced changes of mRNA microarray chips and proteomics [18, 19].

Isolated islets were obtained from 10-week-old male Sprague-Dawley (SD) rats (SLAC Laboratory Animal Co., Shanghai, China). All of the animals were maintained at the Experimental Animal Centre of Xinhua Hospital. All studies were approved by the Institutional Animal Care and Use Committee at the Xinhua Hospital, Shanghai Jiaotong University School of Medicine. Pancreatic islets were isolated by collagenase digestion (Collagenase P, Roche) followed by Ficoll gradient purification and used after repeated washes with Hanks' balanced salt solution. Rat islets were cultured in RPMI 1640 medium and stimulated with 25 mM glucose/0.5 mM palmitate for 48 h.

### 2.2. LncRNA Identification by RNA-Seq

TRIzol Reagent (Invitrogen, CA, USA) was used to extract total RNA from INS-1 cells. Total RNA was quantified using a NanoDrop ND-2000 spectrophotometer (Thermo Fisher Scientific, USA), and RNA integrity was determined using an Agilent 2100 Bioanalyzer (Agilent Technologies, USA). Strand-specific libraries were prepared using the VAHTS Total RNA-Seq Library Prep Kit for Illumina (Vazyme, China) following the manufacturer's instructions. Cluster was generated by cBot with the library diluted to 10 pM and then sequenced on the HiSeq 2500 System (Illumina, USA).

Sequencing raw reads were preprocessed by filtering out rRNA reads, sequencing adapters, short-fragment reads, and other low-quality reads using seqtk. HISAT2 (version: 2.0.4) was used to map the cleaned reads to the rat reference genome (Rnor_6.0) with two mismatches. After genome mapping, StringTie (version: 1.3.0) was run with a reference annotation to generate FPKM values (Fragments Per Kilobase of exon model per Million mapped reads) for known gene models. Differentially expressed genes were identified using edgeR.

StringTie (version: 1.3.0) was used to assemble reads into transcripts. Putative lncRNAs were defined as novel transcripts set through the following filters: length ≥ 200 bp; number of exons ≥ 2.0; ORF ≤ 300 bp; and have no or weak protein-coding ability. Finally, we used edgeR to integrate the RNA-Seq-derived lncRNAs with the known lncRNAs previously annotated by NONCODE v4. The significant differentially expressed lncRNAs with the fold changes of the threshold values ≥ 2.0 or ≤−2.0 (*p* ≤ 0.05) were selected. Data are accessed via GSE124833.

### 2.3. Real-Time Quantitative RT-PCR (qRT-PCR) Analyses

A two-step reaction process, reverse transcription (RT) and PCR, was performed. Reaction cDNA was synthesized using the PrimeScript™ RT Master Mix (TAKARA, Japan). Real-time PCR was performed using the LightCycler® 480 II Real-Time PCR Instrument (Roche, Swiss). The expression levels of lncRNAs or miR-34a were normalized to *β*-actin or U6 and were calculated using the 2^-ΔΔCt^ method. The primer sequences were listed in Table 1.

### 2.4. Subcellular Fractionation Location

To determine the cellular localization of LEGLTBC, cytoplasmic and nuclear fractions of INS-1 cells were isolated and collected with the nuclear/cytoplasmic isolation kit (BioVision Inc., USA) according to the manufacturer's instructions. After that, total RNA were extracted from the collections of both the cytoplasm and the nucleus and cDNA was synthesized for the evaluation of LEGLTBC. RNAs extracted from each of the fractions were subjected to the following RT-PCR analysis of the levels of the nuclear control transcript (U6) and the cytoplasmic control transcript (*β*-actin).

### 2.5. Transfection

The designed siRNAs against LEGLTBC (si-LEGLTBC), silence information regulator 1 (SIRT1, si-SIRT1), and negative control (si-NC), as well as the miR-34a mimic (miR-34a), miRNA negative control (miR-NC), miR-34a inhibitor (anti-miR-34a), and miRNA inhibitor negative control (anti-NC) were purchased from RiboBio Co. (Guangzhou, China). The designed pcDNA 3.1-LEGLTBC (LEGLTBC) and pcDNA empty vector (vector) were purchased from HanHeng Trading Co. Ltd. (Shanghai, China). INS-1 cells or rat islets were seeded into 24-well or 96-well plates and treated for 48 h with the designed siRNA, miRNA inhibitor, or plasmids using the Lipofectamine 2000 transfection reagent (Thermo Fisher Scientific, USA) before stimulation with HG/PA.

### 2.6. Assessment of Apoptosis in INS-1 Cells

As described in our previous report [17], the INS-1 cells were stained with Annexin V-FITC and propidium iodide (PI) (BD Biosciences, CA, USA) and then subjected to flow cytometry to assess apoptosis. Apoptotic cells were shown as Annexin V-positive cells.

### 2.7. Detection of Intracellular ROS Generation in INS-1 Cells

As described in our previous studies [16, 17], intracellular ROS levels were detected using the 2′,7′-dichlorodihydrofluorescin diacetate (DCFH-DA, Beyotime Biotechnology Inc., China) probe through the fluorescence microscope or microplate reader. After treatment for the indicated time periods, the INS-1 cells or rat islets were washed with RPMI medium containing no fetal bovine serum and incubated with 10 *μ*M DCFH-DA for 30 min at 37°C. Then, the INS-1 cells or rat islets were washed twice with RPMI medium containing no fetal bovine serum, and the mean fluorescence intensity (MFI) of DCF was immediately measured through the Multi-Mode Microplate Reader (BioTek Instruments Inc., VT, USA; excitation 490 nm, emission 530 nm). The fluorescence of DCF was monitored with a fluorescence microscope (Leica Microsystems, Germany). The intracellular ROS levels were calculated using the MFI and calibrated with the total RNA concentration.

### 2.8. Luciferase Reporter Assay

The wild-type LEGLTBC (containing miR-34a binding sites) or mutated LEGLTBC sequence (mutant in miR-34a binding sites) was amplified using PCR and cloned into the pmirGLO Vector (Promega, USA) for luciferase reporter assay using the one-step directed cloning kit (Novoprotein, Shanghai, China). Primers used in this study are listed in Table 1. For luciferase assay, the INS-1 cells were plated in 24-well culture plates and then cotransfected with the reporter plasmids of pmirGLO-LEGLTBC-WT or the mutant derivative devoid of miR-34a binding sites (LEGLTBC-MUT) and miR-34a mimic or miR-NC. Luciferase activity was measured 48 h after transfection using the Dual-Luciferase Reporter Assay System (Promega, USA).

### 2.9. RNA Immunoprecipitation (RIP) Assay

RIP experiment was performed to verify the relationship between LEGLTBC and miR-34a using the EZ-Magna RIP Kit (Millipore, USA). Briefly, the INS-1 cells were lysed in complete RIP lysis buffer containing a protease inhibitor and an RNase inhibitor. Then, 100 *μ*L extract was incubated with argonaute 2 (AGO2) antibody or control immunoglobulin G (IgG; Millipore, USA) for 8 h at 4°C, followed by adding protein A/G beads. Next, the beads were incubated with proteinase K to digest the proteins. Finally, purified RNA was subjected to qRT-PCR analysis using specific primers for LEGLTBC.

### 2.10. Western Blot Analysis

Equal protein (40 *μ*g) of INS-1 cells or rat islets was separated by electrophoresis on a sodium dodecyl sulphate polyacrylamide gel (SDS-PAGE), electrotransferred to polyvinylidene fluoride membranes (Millipore, USA), and then incubated with the primary antibodies overnight and with the correspondent secondary antibodies. An antibody against SIRT1 was purchased from Cell Signaling Technology Inc. (MA, USA). Antibodies against cleaved caspase 3 and tubulin were purchased from Beyotime Biotechnology Inc. (Nantong, China). Blots were quantified by densitometry using ImageJ software [20]. The intensity of the bands was normalized to that of tubulin.

### 2.11. Statistical Analysis

Data were shown as the mean ± standard deviation (S.D.) derived from the indicated number of independent experiments given in the figure legends. All data conform to the normal distribution using the Shapiro-Wilk normality test. Equality of variances was determined by using an *F*-test or a Levene's test. The differences among groups were determined by the use of one-way analysis of variance followed by the Newman-Keuls test or the Games-Howell test, while Student's *t*-test or Welch's *t*-test was performed for comparisons between two groups. The relationship between LEGLTBC and miR-34a was analyzed using Spearman's correlation analysis. A *P* value of less than 0.05 was considered to be statistically significant.

## 3. Results

### 3.1. Gene Expression Analysis and Validation

RNA-Seq analysis (biological triplicate) was performed to compare the control INS-1 cells with the HG/PA-treated INS-1 cells. 

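INS-1 is a rat insulinoma cell line that secretes insulin and is used as a model of the pancreatic beta cell. The samples were 3 cultures of control cells (Con) and 3 cultures stimulated with 25 mM glucose and 0.5 mM palmitate for 24 h (HG/PA). The growth medium held 11.1 mM glucose, and the paper's text states no separate medium, palmitate vehicle or time for the controls. Whether the vehicle contributes to the differences is therefore not known. Total RNA was made into strand-specific libraries. The paper names TRIzol for the RNA extraction, while the sample records name a column kit. The authors mapped the reads to the rat genome Rnor_6.0 and deposited a table per sample with the FPKM value (fragments per kilobase of transcript, scaled to the fragments sequenced) of each annotated lncRNA, together with its position and length. The tables hold 18649 lncRNAs, of which 17967 carry NONCODE identifiers and 682 carry Ensembl transcript identifiers. Protein-coding genes were not analysed here. In every sample, the product of FPKM and length fell on whole multiples of a fixed step for 100% of the values up to 20 steps, and for 99.9% or more of all values within a tolerance of 0.1 step, so the number of fragments behind each value could be recovered. The steps imply totals of 13770572, 12491512 and 12528977 fragments in Con 1, 2 and 3, and of 12656958, 13688920 and 13187382 fragments in HG/PA 1, 2 and 3. The listed lncRNAs held 1331555, 1201514 and 1164564 of these fragments in the Con samples and 1128838, 1199658 and 1215753 in the HG/PA samples. In all 6 replicate pairs, fragments on lncRNAs with at least 10 fragments on average differed by more than sampling noise (chi-square per degree of freedom from 7.37 to 10.6). The median chi-square of a lncRNA was between 0.84 and 0.91, far below the chi-square per degree of freedom, so a minority of lncRNAs held most of this excess. Counting noise alone would give a median below this range, so the typical lncRNA is not shown to vary by counting noise alone. The comparison is with counting noise alone, so it does not establish that the 3 replicates of each condition were separate libraries. Differential expression was tested with limma on log2(FPKM + 0.1), over the 17558 lncRNAs with an FPKM of at least 0.1 in at least 3 of the 6 samples. A fold change is therefore on the log2(FPKM + 0.1) scale, which understates the change of lncRNAs with low FPKM. The choices that could change the numbers are the pseudocount of 0.1, the filter on low FPKM, the use of the FPKM values without further scaling between samples, the trend in limma's variance estimate, and the fit without a replicate block.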

According to the expression profiling data, 264 significantly dysregulated lncRNAs were identified with a set filter (fold change ≥ 2.0, *P* < 0.05) in the HG/PA-treated INS-1 cells: 153 were upregulated, while 111 were downregulated. 

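With limma, 1140 of the 17558 tested lncRNAs had a fold change of at least 2 and an unadjusted p below 0.05 in the HG/PA-treated cells, of which 455 were upregulated and 685 were downregulated. After Benjamini-Hochberg adjustment of limma's p over the tested lncRNAs, 261 lncRNAs with a fold change of at least 2 had an adjusted p below 0.05, of which 115 were upregulated and 146 were downregulated. In each of these 261 lncRNAs, all HG/PA samples lay on the same side of all Con samples. The number past the unadjusted threshold depended on the pseudocount, and with a pseudocount of 1 it was 272, with 108 upregulated and 164 downregulated. The median log2 fold change of all tested lncRNAs was -0.11, so the FPKM values as a whole were lower in the HG/PA samples. When each sample was rescaled by the median of its ratios to the geometric mean of the samples, this median became 0.01. Then 135 lncRNAs were upregulated and 90 downregulated with a fold change of at least 2 and an adjusted p below 0.05. Without rescaling, limma without a trend also gave more upregulated (92) than downregulated (84) lncRNAs at that threshold. With the replicate number as a block in the model, 1129 lncRNAs passed the unadjusted threshold and 13 of them had an adjusted p below 0.05. Deviations from the group means had a mean correlation of -0.021 between samples with the same replicate number (from -0.032 to -0.014), so samples with the same number did not deviate together. In simulated data with known changes, a lncRNA counted as recovered at an adjusted p below 0.05 with a fold change of at least 2. Among lncRNAs changed by at least 4-fold, limma recovered 68 of 73 (93.2%) with 10 or more fragments on average. With fewer fragments it recovered 18 of 58 (31.0%). Over changes of every size, 2-fold changes at the threshold itself among them, it recovered 92 of 198 (46.5%). In the same simulation, 343 of 17414 unchanged lncRNAs passed the unadjusted threshold and 1 of them had an adjusted p below 0.05. The simulated dispersion (spread beyond counting noise) was 0.0040 for every lncRNA, a median over lncRNAs with many fragments. The real replicates had a chi-square per degree of freedom from 7.37 to 10.6, most of it from a minority of lncRNAs. A single median value leaves such lncRNAs out, so these rates are likely optimistic for the real samples. From the lncRNAs past its filter on fold change and P value, the paper states that HG/PA dysregulated lncRNA expression in INS-1 cells.

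**Figure D1:**
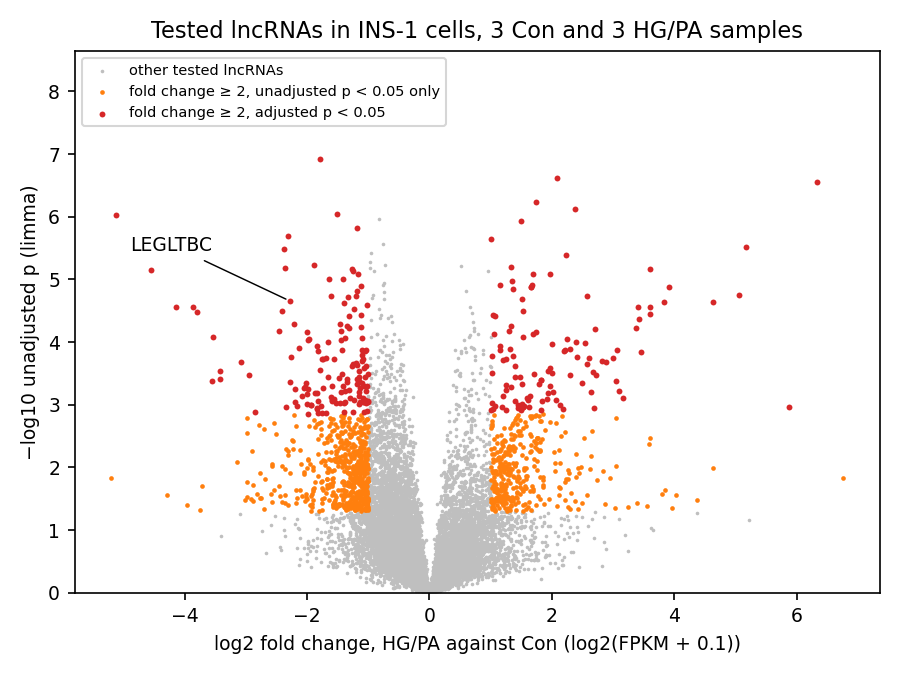
Each point is a tested lncRNA, with the log2 fold change of HG/PA against Con on the x axis and −log10 of limma's unadjusted p on the y axis. The 261 lncRNAs with a fold change of at least 2 and an adjusted p below 0.05 are red, the others among the 1140 past the unadjusted threshold are orange, and LEGLTBC (NONRATT003679.2) is marked.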

Data are available via Gene Expression Omnibus (GEO) GSE124833. 

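The annotated lncRNAs lay on 21 chromosomes and had lengths from 119 to 57691 nt, with a median of 663 nt. Of these lncRNAs, 15403 had an FPKM above 0 in all 6 samples and none was at 0 in all of them. In a single sample, between 17248 and 17317 lncRNAs were above 0 in the Con group and between 17371 and 17435 in the HG/PA group. The mean FPKM over the 6 samples had a median of 1.45 across lncRNAs, and 40.5% of the lncRNAs had a mean FPKM below 1. For 45.9% of the lncRNAs, the length equalled the genomic span, so these transcripts had no intron.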

The total number of annotated lncRNAs is shown in [Supplementary-material supplementary-material-1]. The hierarchical clustering revealed the lncRNA expression patterns in different samples (Figure 1(a)). 

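Average-linkage clustering of the 6 samples, with 1 minus Pearson's r across the tested lncRNAs as the distance, joined the 3 Con samples and the 3 HG/PA samples into separate branches. Correlations across lncRNAs, which are not independent replicates, were between 0.884 and 0.892 for the 6 pairs of samples within a group and between 0.861 and 0.873 for the 9 pairs from different groups. The lowest correlation within a group exceeded the highest correlation between groups by 0.0105, and this gap was between 0.0086 (no filter) and 0.0223 (lncRNAs with an FPKM of at least 1 in 3 samples) under the alternatives tried. Over the 1140 lncRNAs past the unadjusted threshold, correlations were between 0.882 and 0.923 within groups and between 0.564 and 0.595 between groups. That separation follows from the selection of these lncRNAs by group.

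**Figure D2:**
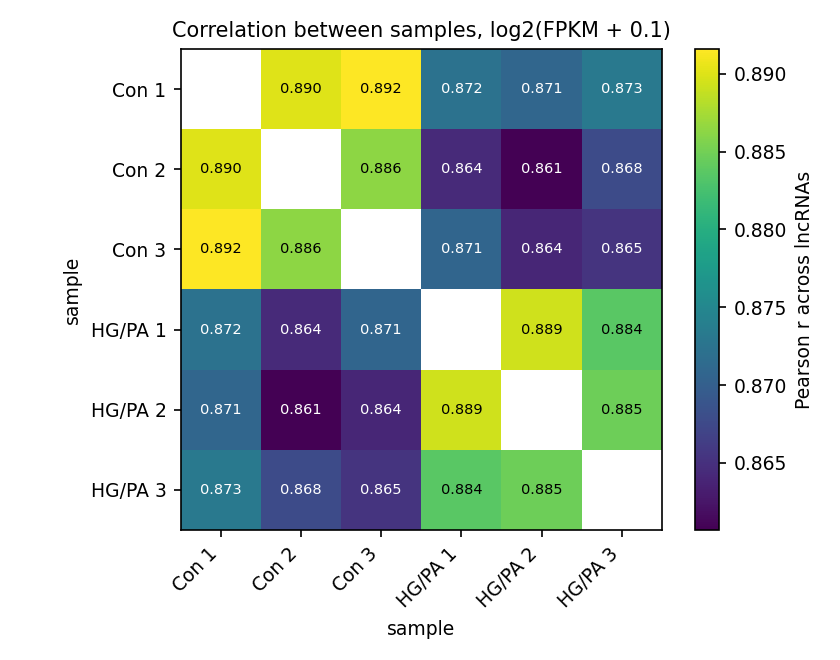
Pearson's r across the 17558 tested lncRNAs is shown as colour and number for each pair of samples, on both axes in the order Con 1 to 3 and HG/PA 1 to 3. Pairs within a group have values from 0.884 to 0.892 and pairs between groups from 0.861 to 0.873.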

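The mean FPKM of the Con samples and the mean FPKM of the HG/PA samples, both on a log2 scale, had a Pearson's r of 0.939 across the 18075 lncRNAs with means above 0 in both groups. This correlation is across lncRNAs, which are not independent replicates, and Spearman's rho was 0.946. For 85.0% of these lncRNAs the group means differed by less than 2-fold. Another 246 lncRNAs were above 0 in the Con group only and 328 in the HG/PA group only. Single Con and HG/PA samples had a lower correlation than the group means, with r between 0.886 and 0.897 over the 9 pairs, and replicates of a group had r between 0.903 and 0.916 over 6 pairs.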

The variation of lncRNA expression was shown with a scatter plot (Figure 1(b)). A total of ten differentially expressed lncRNAs were randomly selected to validate the RNA-Seq data using qRT-PCR. The results of the qRT-PCR were largely consistent with the data from the RNA-Seq analysis (Figure 1(c)). In addition, similar results were observed in islets of rats incubated with the same HG/PA (Figure 1(d)).

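In the RNA-Seq samples, all 10 lncRNAs had the direction drawn in Figure 1(c), with 5 downregulated and 5 upregulated. Every HG/PA sample lay on the same side of every Con sample for each of them. The paper drew these lncRNAs from those differentially expressed in the same samples. That choice fixed their direction and favoured their separation, so neither is separate evidence. The log2 fold changes of the downregulated lncRNAs were between -2.46 (NONRATT024184.2) and -1.88 (NONRATT019034.2), and those of the upregulated lncRNAs were between 1.37 (NONRATT009569.2) and 3.16 (NONRATT010357.2). Standard errors ranged from 0.10 to 0.55, and limma's adjusted p was between 0.0016 and 0.039 for the 10 lncRNAs. With the replicate number as a block, the log2 fold changes kept their directions and 2 of the 10 lncRNAs had an adjusted p below 0.05 in limma. When each sample was left out in turn, 7 of the 10 lncRNAs kept an adjusted p below 0.05 in all 6 fits. The counts behind these values were low for some lncRNAs, such as NONRATT010357.2 with 11, 10 and 2 fragments in the Con samples against 51, 93 and 59 in the HG/PA samples. NONRATT021337.2 rested on many more fragments, and its FPKM was 7.32 ± 0.68 (SD, n = 3) in Con and 31.1 ± 1.14 (SD, n = 3) in HG/PA. The qRT-PCR values themselves were not analysed here.

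**Figure D3:**
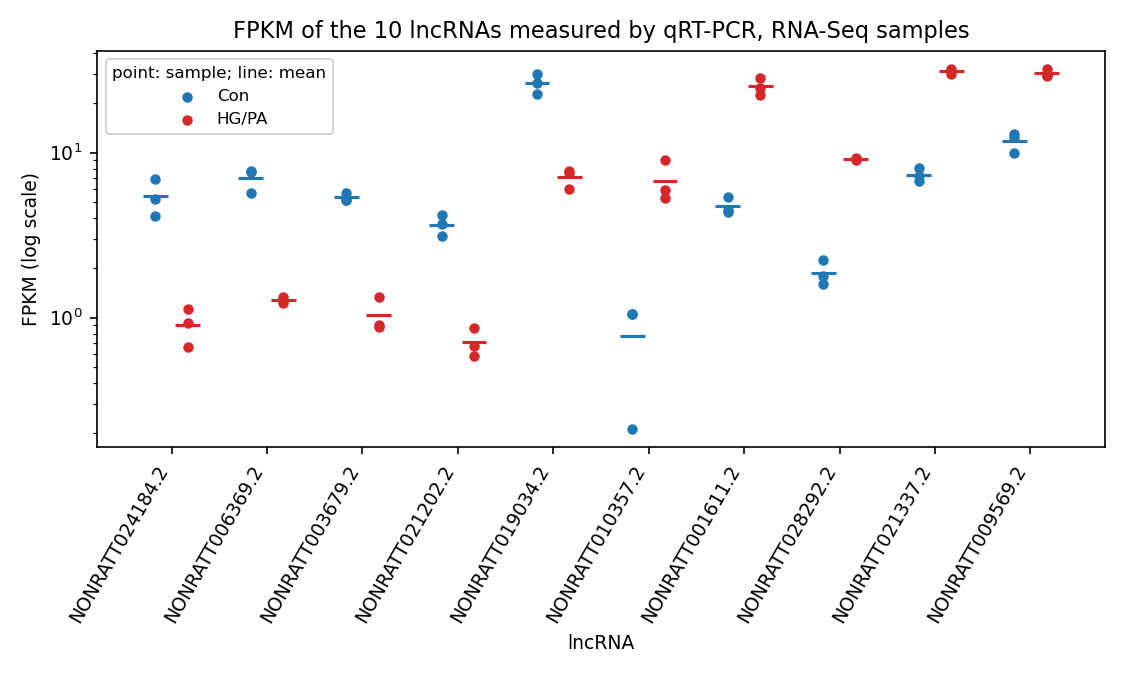
Each point is the FPKM of a sample on a log axis, for the 10 lncRNAs on the x axis, with Con in blue, HG/PA in red and a line at each group mean. The groups do not overlap for any of the 10 lncRNAs.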

### 3.2. GO Analysis

To further explore the potential functions of dysregulated lncRNAs induced by glucolipotoxicity, a functional enrichment analysis of the mRNAs coexpressed with these lncRNAs was employed. Based on our GO analysis ([Supplementary-material supplementary-material-1], [Supplementary-material supplementary-material-1]), the differentially expressed lncRNAs were mainly associated with the cell death signaling pathway (such as the regulation of the extrinsic apoptotic signaling pathway via death domain receptors (GO:1902043), the regulation of the release of cytochrome c from mitochondria (GO:0090200), the regulation of oxidative stress-induced cell death (GO:1903202), and the regulation of mitochondrial membrane permeability involved in the apoptotic process (GO:1902108)) and the intrinsic apoptotic signaling pathway in response to endoplasmic reticulum stress (GO:0070059).

### 3.3. LEGLTBC Is Involved in Glucolipotoxicity-Induced INS-1 Cell Apoptosis and ROS Generation

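The lncRNAs of Table 2 are NONRATT015294.2, NONRATT010357.2, NONRATT003679.2 and NONRATT024184.2. The former pair was upregulated by HG/PA and the latter pair was downregulated. NONRATT015294.2 lies on chromosome 2 of Rnor_6.0 from 144866512 to 144867527. Its FPKM was 0.18 ± 0.32 (SD, n = 3) in Con and 2.42 ± 1.35 (SD, n = 3) in HG/PA, from 0, 7 and 0 fragments against 32, 52 and 14. Its log2 fold change was 3.59 (standard error 0.85, adjusted p = 0.085 from limma), which was not past an adjusted p of 0.05, except in the fit without Con 2 (0.046). NONRATT010357.2 lies on chromosome 15 from 27230306 to 27231061, and its FPKM rose from 0.78 ± 0.49 to 6.74 ± 1.96 (SD, n = 3 each). Its adjusted p from limma was 0.039, and it was above 0.05 with a pseudocount of 0.01 (0.056), in limma without a trend (0.083), with the replicate block (0.096), and in all fits that left out a sample except the fit without Con 3. NONRATT024184.2 spans 207234 nt of chromosome 6, from 48450847 to 48658080, with a transcript of 473 nt. Its FPKM fell from 5.44 ± 1.41 to 0.91 ± 0.23 (SD, n = 3 each), from 27, 41 and 31 fragments to 4, 6 and 7. Its adjusted p from limma was 0.012, and it was above 0.05 with the replicate block (0.063) and in the fits without Con 2 (0.0506), Con 3 (0.054) or HG/PA 2 (0.051). The smallest FPKM that 3 fragments can give in these samples is between 0.21 and 0.24 for NONRATT015294.2, so its Con samples at 0 lie below what the depth can show. Such floors cover counting error only.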

According to previous studies [15, 21], criteria were applied for the selection of the four candidate upregulated lncRNAs (Table 2), including high relative expression, available full sequence, and confidence in no protein-coding capacity. The evaluation of the potential coding capability of lncRNA NONRATT003679.2 was displayed in [Supplementary-material supplementary-material-1]. The results were as follows: although two short open reading frames (ORF 1 and 7) with more than 200 nt were predicted using the ORF Finder from the National Center for Biotechnology Information, none of their AUGs showed the Kozak consensus and no homologous protein sequences were found using a BLAST search. The transcript's noncoding nature was suggested by a negative score with CPC (coding potential calculator, the online protein-coding potential assessment software).

Knockdown of lncRNA NONRATT010357.2 or upregulation of lncRNA NONRATT003679.2 significantly reduced HG/PA-induced INS-1 cell death in our preliminary experiments, while inhibition of lncRNA NONRATT015294.2 or overexpression of lncRNA NONRATT024184.2 had no obvious effects (data not shown). Interestingly, only lncRNA NONRATT003679.2 was found to mediate HG/PA-induced reactive oxygen species (ROS) production. Therefore, lncRNA NONRATT003679.2 (spanning nearly 1128 base pairs) was selected for further analysis, which for simplicity will be hereafter referred to as lncRNA LEGLTBC (low expression in glucolipotoxicity-treated beta cells). 

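NONRATT003679.2 lies on chromosome 1 of Rnor_6.0 from 245235678 to 245236805, and its length of 1128 nt equals this span. No other listed lncRNA overlaps it. Its FPKM was 5.73, 5.18 and 5.17 in Con 1, 2 and 3 (mean 5.36 ± 0.32 SD, n = 3), and 1.33, 0.91 and 0.87 in HG/PA 1, 2 and 3 (mean 1.04 ± 0.25 SD, n = 3). These values came from 89, 73 and 73 fragments in the Con samples and 19, 14 and 13 fragments in the HG/PA samples. The log2 fold change was -2.28 (standard error 0.22, adjusted p = 0.0066 from limma), and -2.17 relative to the median of all tested lncRNAs. All 3 HG/PA samples were below all 3 Con samples (two-sided exact permutation test, p = 0.1, the smallest p that this design allows). With each sample left out in turn, the log2 fold change stayed between -2.46 and -2.18 and limma's adjusted p was at most 0.044. With the replicate number as a block, limma's adjusted p was 0.063. By the size of its change, NONRATT003679.2 ranked 20 among the 146 downregulated lncRNAs with a fold change of at least 2 and an adjusted p below 0.05. Its mean FPKM in the Con samples exceeded that of 81.7% of the listed lncRNAs.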

Phylogenetic analysis using the UCSC Genome Browser (http://genome.ucsc.edu/) revealed that LEGLTBC is moderately conserved between humans and rats ([Supplementary-material supplementary-material-1]). As shown in [Supplementary-material supplementary-material-1], qRT-PCR was performed to detect the expression of LEGLBTC in SD rat tissues, including pancreatic, heart, liver, spleen, lung, muscle, and brain tissues, and in islets of rats. LEGLBTC appeared to be highly expressed in pancreatic tissues and islets of rats.

As shown in Figure 2(a), the expression of LEGLTBC in INS-1 cells was significantly decreased by 1.7- and 6.1-fold after treatment with HG/PA for 12 and 24 h, respectively. To prove that LEGLTBC plays roles in glucolipotoxicity-induced islet beta cell injury, the effects of LEGLTBC inhibition on HG/PA-cultured INS-1 cells were investigated. We knocked down LEGLTBC with siRNA (Figure 2(b)) and found that the number of apoptotic cells was markedly enhanced (Figure 2(c)). In addition, LEGLTBC silencing significantly increased ROS production as detected using the DCFH-DA assay (Figure 2(d)).

To further clarify the biological function of LEGLTBC, we used the pcDNA3.1 vector to construct cell lines overexpressing LEGLTBC (Figure 3(a)). Interestingly, the upregulation of LEGLTBC was shown to reduce apoptosis and ROS and increase the cell growth rate in HG/PA-treated INS-1 cells (Figures 3(b) and 3(c), [Supplementary-material supplementary-material-1]). However, the overexpression of LEGLTBC did not modify the insulin mRNA level and insulin release ([Supplementary-material supplementary-material-1]). These data indicated that LEGLTBC plays a significant role in inhibiting glucolipotoxicity-evoked oxidative stress and apoptosis.

### 3.4. LEGLTBC Functioned as an Endogenous Sponge for miR-34a

Although we found that LEGLTBC could inhibit oxidative stress and apoptosis, how it resulted in these protective effects was unclear. Targeting miRNA is one of the regulatory functions of lncRNA. Given that LEGLTBC contained complementary binding sites to miRNA and located mainly in the cytoplasm fractions (Figure 4(a)), we speculated that LEGLTBC may act as a ceRNA in the biological process. Bioinformatics programs RegRNA (http://regrna2.mbc.nctu.edu.tw) and BiBiServ (https://bibiserv.cebitec.uni-bielefeld.de/rnahybrid) were used to predict the target genes of LEGLTBC. Several miRNAs (miR-34a, miR-412 and miR-199a) were selected for the study according to their relative high affinity between LEGLTBC. These miRNAs were evaluated through qRT-PCR acquired from rat INS-1 cells to investigate the association of LEGLTBC with the expression trend of these three miRNAs. On one hand, the expression trend of miR-412 and miR-199a was not changed in INS-1 cells incubated with HG/PA, which was also unaltered in INS-1 cells transfected with LEGLTBC ([Supplementary-material supplementary-material-1]). On the other hand, miR-34a exhibited an opposing expression trend to LEGLTBC (Figure 4(f)), thereby indicating its potential as a target for LEGLTBC. Thus, miR-34a was selected for further study.

To confirm the direct binding between LEGLTBC and miR-34a, a fragment of LEGLTBC including the putative wild-type or mutated binding sites was constructed into the luciferase reporter vectors (Figure 4(b)). Cotransfection with the miR-34a mimic and LEGLTBC-WT resulted in an obvious decrease of luciferase activity in INS-1 cells, while no significant effect was present in cells transfected with the miR-34a mimic and LEGLTBC-MUT (Figure 4(c)). miRNAs are present in the form of miRNA ribonucleoprotein complexes (miRNPs) which contains AGO2, a core component of the RNA-induced silencing complex [22]. The RIP assay was performed in INS-1 cells to determine whether LEGLTBC was associated with miRNPs. In line with the results of the luciferase reporter assay, LEGLTBC and miR-34a were both specially enriched in the AGO2-containing miRNPs relative to the IgG control (Figure 4(d)).

To clarify the association of LEGLTBC with the expression trend of miR-34a, we assessed the expression of miR-34a at different time points in HG/PA-treated INS-1 cells. As shown in Figures 4(e) and 4(f), miR-34a level was gradually increased along with prolonged incubation in the presence of HG/PA, which exhibited an opposing expression trend to LEGLTBC. To further investigate the regulatory effects of LEGLTBC on miR-34a expression, the LEGLTBC, si-LEGLTBC, or matched controls were transfected into INS-1 cells. As shown in Figure 4(g), overexpression of LEGLTBC obviously downregulated miR-34a expression and LEGLTBC inhibition was found to promote miR-34a expression. These results suggested that LEGLTBC serves as competing endogenous RNAs (ceRNAs) interacting with miR-34a in INS-1 beta cells.

### 3.5. miR-34a Targets SIRT1

SIRT1 has been demonstrated to be a direct target of miR-34a in the vascular smooth muscle cells [23], retina epithelial cells [24], H9c2 cardiomyocytes [25], mesangial cells [26], and HK-2 cells [27]. Similar with previous studies [13, 28], the incubation of INS-1 cells with HG/PA obviously decreased the protein expression of SIRT1 (Figure 5(a)). Furthermore, the inhibition of miR-34a markedly enhanced the expression level of SIRT1 (Figure 5(b)). Meanwhile, miR-34a depletion reduced the apoptotic INS-1 cells and depressed oxidative stress as illustrated by decreased ROS generation (Figures 5(c) and 5(d)). These data indicated that SIRT1 is the target gene of miR-34a in triggering beta cell apoptosis and ROS generation.

### 3.6. SIRT1 Knockdown Abolished the Protective Effects of LEGLTBC

To test whether LEGLTBC regulated the target gene SIRT1 expression through miR-34a, the effects of LEGLTBC on SIRT1 were examined. As shown in Figure 6(a), we found that enforced expression of LEGLTBC dramatically enhanced the SIRT1 expression, whereas silencing LEGLTBC significantly had the opposite effect in HG/PA-cultured INS-1 cells. As mentioned above (Figure 4(g)), LEGLTBC over- or downexpression significantly affected the miR-34a expression. These results suggest that LEGLTBC has positive regulatory effects on SIRT1, the target gene of miR-34a in INS-1 cells.

ROS accumulation is an inducer of pancreatic beta cell apoptosis [29–32]. SIRT1, a nicotinamide adenine dinucleotide-dependent deacetylase, has been demonstrated to alleviate oxidative damage and the associated apoptosis in response to diverse stress conditions [13, 33–35]. Given the important role of SIRT1 in regulating ROS generation, we tested the effects of SIRT1 on glucolipotoxicity-induced INS-1 cell damage. As shown in Figures 6(b), 6(c), and 6(d), SIRT1 knockdown further enhanced the protein expression of cleaved caspase 3 (a key marker of apoptosis), which was associated with an obvious increase of apoptotic cells and ROS production. These data suggested that LEGLTBC protects INS-1 cells against injury induced by glucolipotoxicity via promoting SIRT1.

In order for us to further investigate whether the biological function of LEGLTBC was mediated by regulating SIRT1, INS-1 cells were transfected with LEGLTBC or LGELTBC+si-SIRT1 before HG/PA treatment. As presented in Figures 6(e), 6(f), 6(g), and 6(h), ectopic LEGLTBC expression increased SIRT1 expression in glucolipotoxicity-treated INS-1 cells, while transfection with si-SIRT1 greatly abrogated the LEGLTBC-triggered enhancement of SIRT1 expression. Moreover, the cleaved caspase 3 expression and ROS level in HG/PA-treated INS-1 cells were significantly decreased by upregulating LEGLTBC, whereas the protection by ectopic expression of LEGLTBC was weakened following the introduction of si-SIRT1.

### 3.7. Effects of LEGLTBC Silencing on Rat Pancreatic Islets

As presented in Figure 7, the knockdown of LEGLTBC significantly upregulated the expression of miR-34a in rat pancreatic islets, which was associated with decreased SIRT1 expression, enhanced cleaved caspase 3 expression, and increased ROS production.

## 4. Discussion

T2DM is the result of a complex interaction between genetic, epigenetic, and environmental factors. Diet excess leading to obesity is considered as the most important factor for T2DM [2]. It has been demonstrated that chronic hyperglycemia and higher levels of circulating FFAs are commonly associated with the beta cell function deterioration [2]. Hyperglycemia could aggravate lipotoxicity-induced beta cell dysfunction (glucolipotoxicity) [5, 6]. Recently, transcriptomics and proteomics have been successfully adopted to discover major changes of protein-coding genes and proteins in pancreatic INS-1 cells exposed to glucolipotoxicity [18, 19]. Here, we revealed for the first time that the incubation of INS-1 cells with HG/PA caused considerable modifications in lncRNA expression.

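The lncRNAs with a fold change of at least 2 and an adjusted p below 0.05 made up 1.49% of the tested lncRNAs and lay on all 21 chromosomes. The median absolute log2 fold change of all tested lncRNAs was 0.36, and 95% of them were below 1.34. Among the lncRNAs past the adjusted threshold, the median log2 fold change was 1.78 for the upregulated and -1.45 for the downregulated lncRNAs. In 36 of them no fragment was found in any Con sample, and in 20 no fragment was found in any HG/PA sample. With the pseudocount of 0.1, the largest rise among them was that of NONRATT005603.2 on chromosome 10. It had 0 fragments in each Con sample and 56, 38 and 61 in the HG/PA samples. With a pseudocount of 1, its log2 fold change was 3.16, below the 3.54 of NONRATT003502.2. With the pseudocount of 0.1, the largest fall was that of NONRATT019925.2 on chromosome 3 (log2 fold change -5.13, standard error 0.31, adjusted p = 0.0022 from limma). It had 26, 19 and 28 fragments in the Con samples and 0 in each HG/PA sample. Neither NONRATT005603.2 nor NONRATT019925.2 overlaps another listed lncRNA. The files do not pair these identifiers with gene names.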

In the present study, 153 lncRNAs were found to be upregulated, while 111 lncRNAs were downregulated in HG/PA-treated INS-1 cells compared with the control cells using RNA-Seq analysis. Comprehensive analysis shows that lncRNAs are generally expressed at lower levels compared with protein-coding genes [21]. Similar with previous studies [15, 18], we found that the average levels of lncRNA expression in INS-1 cells were lower than those of protein-coding genes. Moreover, some of the differently expressed lncRNAs we identified were randomly selected for qRT-PCR validation in INS-1 cells and rat islets after incubation of HG/PA, and the results confirmed the RNA-Seq results to some extent. These findings may lead towards a better understanding of the function of lncRNAs in the glucolipotoxicity-induced INS-1 beta cell injury.

Moreover, of these differently expressed lncRNAs, we focused on LEGLTBC and demonstrated that HG/PA incubation reduced its expression in INS-1 cells in a time-dependent manner. Enforced expression of LEGLTBC obviously relieved HG/PA-induced beta cell oxidative stress and apoptosis, whereas silencing LEGLTBC significantly had the opposite effects. LncRNAs could act as ceRNAs to regulate the activities and biological functions of mRNAs by competing for binding to shared miRNAs [22]. Herein, using bioinformatics prediction and functional assays, we confirmed that LEGLTBC could directly bind to miR-34a and function as a ceRNA to regulate the expression of SIRT1 in INS-1 cells, which might be a key role involved in HG/PA-induced cell damage.

The evidence for the accumulation of ROS from HG/PA stimulation leading to beta cell dysfunction and apoptosis has been reviewed recently [30–32]. SIRT1 has been demonstrated to play key roles in improving oxidative damage in response to diverse stress conditions [33–35]. Our previous report has demonstrated that miR-199a-5p mediates HG-induced ROS production and apoptosis in INS-1 cells by targeting SIRT1 [13]. Recently, Wang et al. revealed that the inhibition of miR-34a attenuates intestinal ischemia/reperfusion injury through promoting SIRT1-mediated suppression of epithelial ROS accumulation and apoptosis [36]. In the present study, our findings revealed that HG/PA treatment increased the miR-34a expression and downregulation of miR-34a alleviated the glucolipotoxicity-induced beta cell damage by promoting SIRT1. In addition, SIRT1 silencing significantly abolished the protective effects of overexpression of LEGLTBC in HG/PA-cultured beta cells. Collectively, all these data indicated that LEGLTBC functions as a ceRNA and positively regulates the expression of SIRT1 via directly binding to miR-34a. However, it should be noted that miR-34a could regulate a group of target mRNAs other than SIRT1 [10, 12]. Further investigation will be needed to clarify whether these target genes are also regulated by LEGLTBC/miR-34a signaling and contribute to HG/PA-induced beta cell dysfunction.

Although altered lncRNAs were identified and the possible roles of LEGLTBC in HG/PA-induced INS-1 cell oxidative stress and survival were investigated in this study, several limitations should be acknowledged. The RNA-Seq experiments were performed on a small sample size, which may result in an underestimation of the number of altered lncRNAs. Larger sample sizes could achieve more optimal results. In addition, phylogenetic analysis revealed that LEGLTBC is moderately conserved between humans and rats. The reduced expression of LEGLTBC was only observed in rat islets after incubation of HG/PA. Future studies will not only need to elucidate the contribution of LEGLTBC in the development of T2DM in rats but will also need to assess whether the same mechanism operates in humans.

## 5. Conclusions

In the present study, we identified the changes of lncRNA expression in INS-1 cells treated by HG/PA for the first time. Our findings demonstrated that LEGLTBC is downregulated in HG/PA-treated INS-1 beta cells. Mechanistic analysis suggested that the overexpression of LEGLTBC could improve glucolipotoxicity-induced oxidative stress and apoptosis by regulating the miR-34a/SIRT1 axis. Our study provided new insights into the molecular events associated with glucolipotoxicity.

## Figures and Tables

**Figure 1:**
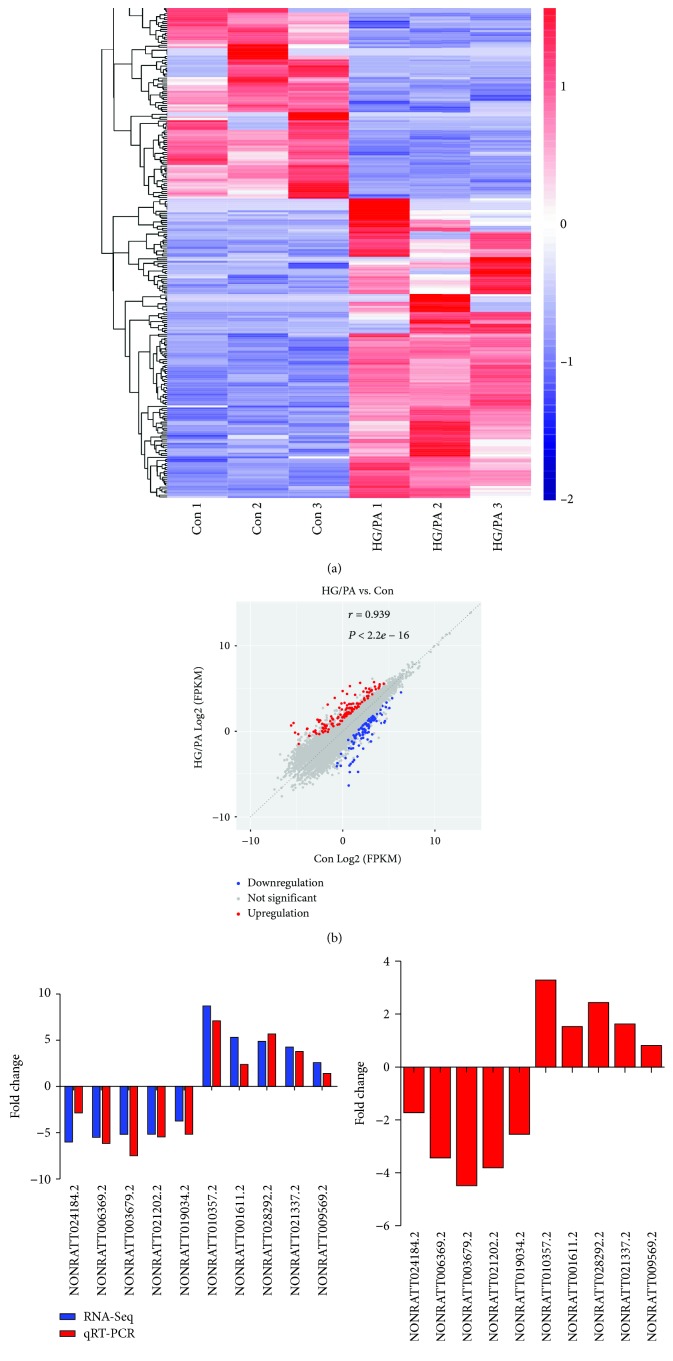
Profile of RNA-Seq data for lncRNAs. (a) Hierarchical clustering shows distinguished lncRNA expression profiling between control (Con) and HG/PA-treated INS-1 cells (3 replicates). Red, high expression; blue, low expression. (b) Scatter plot displays the variation of lncRNAs between Con and HG/PA-treated INS-1 cells. Red, upregulation; blue, downregulation. (c) The results reveal that the ten lncRNAs were downregulated or upregulated in HG/PA-treated INS-1 cells relative to control INS-1 cells. The qRT-PCR results were correlated well with the RNA-Seq data. (d) The results show the expression of these lncRNAs in HG/PA-treated rat islets compared to control islets. Data are the mean of ±SD of 5 independent experiments.

**Figure 2:**
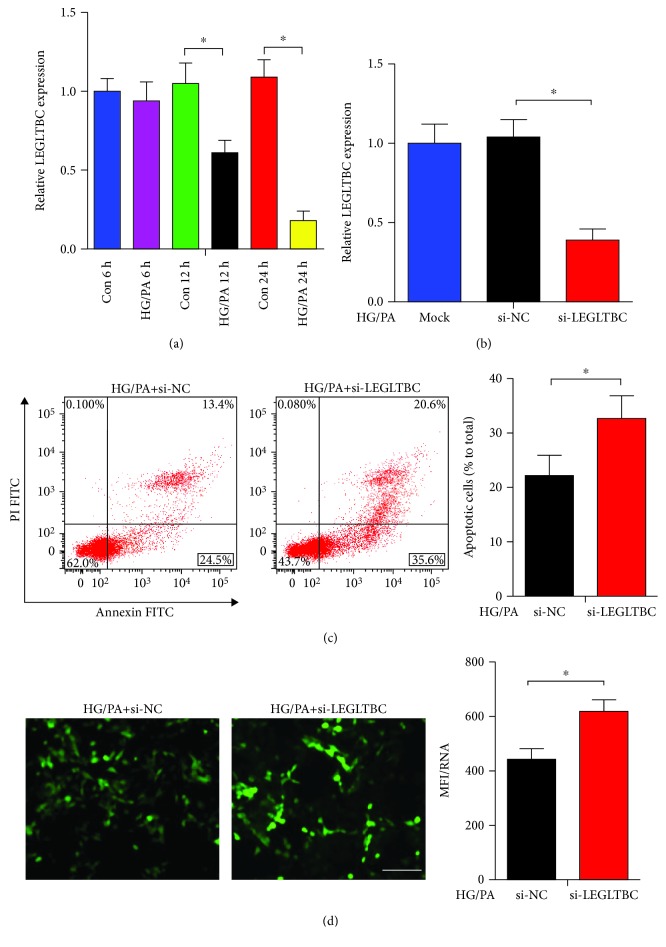
Silencing LEGLTBC induces oxidative stress and apoptosis in glucolipotoxicity. (a) The expression of LEGLTBC in HG/PA-treated INS-1 cells was assessed by qRT-PCR analysis. (b) Downregulation of LEGLTBC using siRNA for 48 h as detected by qRT-PCR analysis. (c) INS-1 cells were stained with Annexin V-FITC and PI and then subjected to flow cytometry to measure apoptosis. Apoptotic cells shown as Annexin V-positive cells were mainly located in the right lower quadrant. The apoptotic rate was calculated as the percentage of Annexin V-positive cells divided by the total number of cells. (d) The generation of intracellular ROS was assessed using DCFH-DA. The green signal of DCF was captured by a fluorescence microscope as presented. Scale bar = 50 *μ*m. ROS levels were calculated using the fluorescence value (mean fluorescence intensity (MFI) of DCF) and calibrated with the total RNA concentration. The intracellular ROS levels in different groups are shown in the histograms. Results are presented as means ± SD of *n* = 4‐5 independent experiments. ^∗^Conditions significantly different (*P* < 0.05).

**Figure 3:**
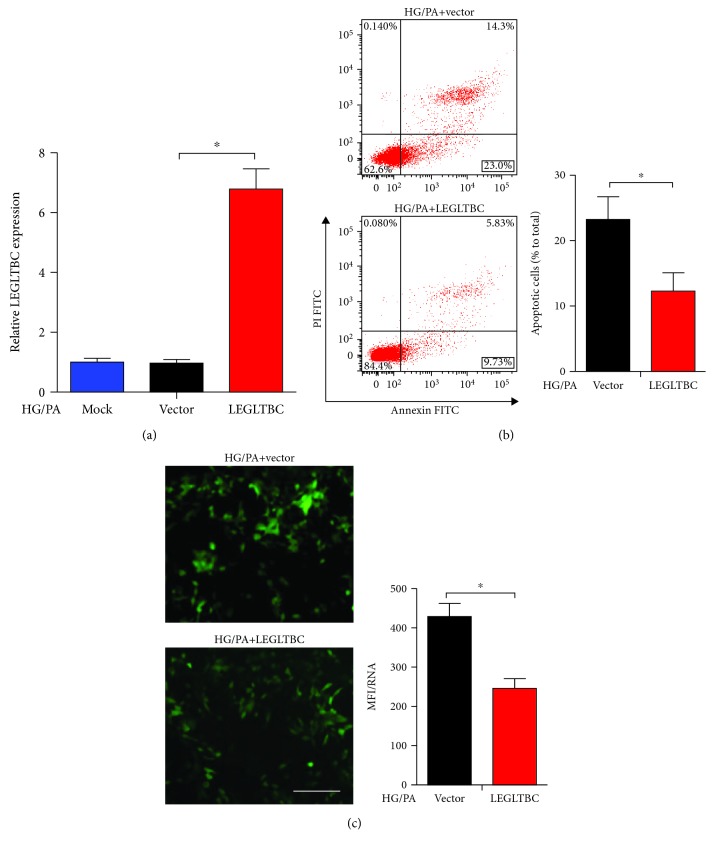
Overexpression of LEGLTBC alleviates oxidative stress and apoptosis in glucolipotoxicity. (a) Enhanced LEGLTBC expression using plasmid for 48 h as detected by qRT-PCR analysis. (b) INS-1 cells were stained with Annexin V-FITC and PI and then subjected to flow cytometry to measure apoptosis. The apoptotic rate was calculated as the percentage of Annexin V-positive cells divided by the total number of cells. (c) The generation of intracellular ROS was assessed using DCFH-DA. The intracellular ROS levels in different groups are shown in the histograms. Results are presented as means ± SD of *n* = 4‐5 independent experiments. ^∗^Conditions significantly different (*P* < 0.05).

**Figure 4:**
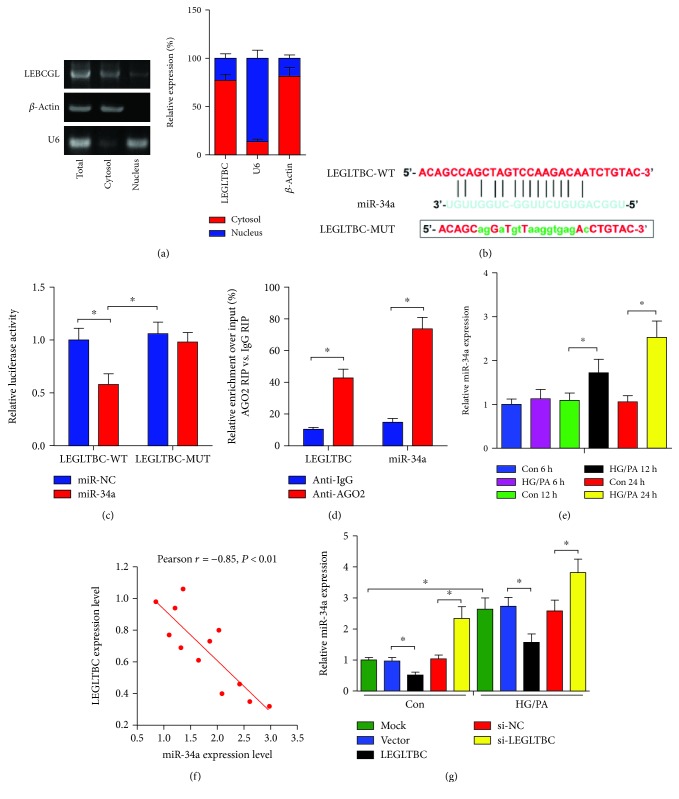
LEGLTBC directly interacts with miR-34a. (a) Levels of LEGLTBC from nuclear and cytoplasmic fractions of INS-1 cells were measured by qRT-PCR, and results showed that LEGLTBC is mainly located in the cytoplasmic fractions. (b) Bioinformatics prediction indicated that the LEGLTBC sequence contains the putative binding site of miR-34a. (c) The luciferase activity was measured in INS-1 cells after having been cotransfected with LEGLTBC-WT or LEGLTBC-MUT and miR-34a or miR-NC for 48 h. (d) The RIP assay was performed to confirm whether LEGLTBC and miR-34a could directly bind to AGO2 in INS-1 cells. (e) The expression of miR-34a in HG/PA-treated INS-1 cells was assessed by qRT-PCR analysis. (f) Bivariate correlation analysis was performed to clarify the relationship between LEGLTBC and miR-34a expression level. (g) qRT-PCR was used to assay miR-34a expressions in INS-1 cells transfected with LEGLTBC, si-LEGLTBC, or respective controls. Results are presented as means ± SD of *n* = 4‐5 independent experiments. ^∗^Conditions significantly different (*P* < 0.05).

**Figure 5:**
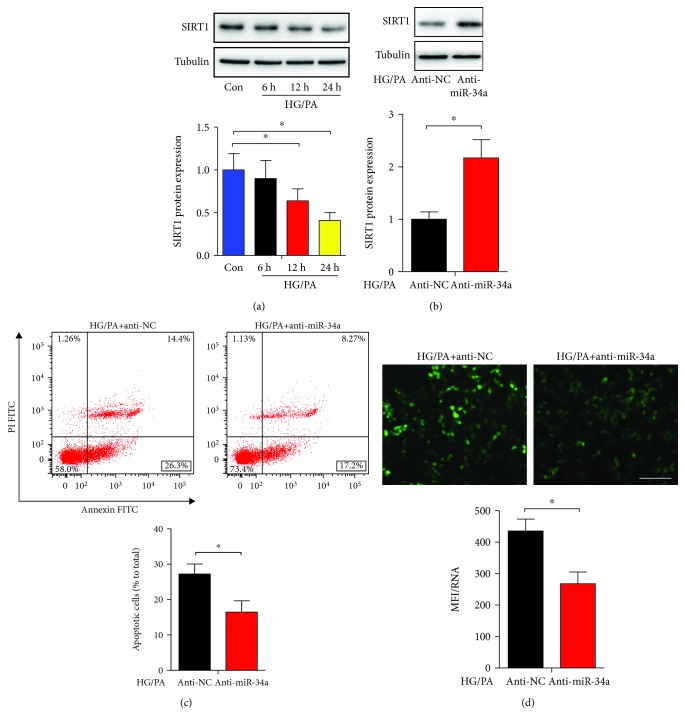
miR-34a targets SIRT1. (a) The expression of SIRT1 in HG/PA-treated INS-1 cells was assessed by western blot analysis. Representative bands of SIRT1 are shown. Histogram represents SIRT1 expression normalized to the corresponding tubulin. (b) Western blot analysis revealed that inhibition of miR-34a increased the SIRT1 expression. (c) INS-1 cells were stained with Annexin V-FITC and PI and then subjected to flow cytometry to measure apoptosis. The apoptotic rate was calculated as the percentage of Annexin V-positive cells divided by the total number of cells. (d) The generation of intracellular ROS was assessed using DCFH-DA. The intracellular ROS levels in different groups are shown in the histograms. Results are presented as means ± SD of *n* = 3‐5 independent experiments. ^∗^Conditions significantly different (*P* < 0.05).

**Figure 6:**
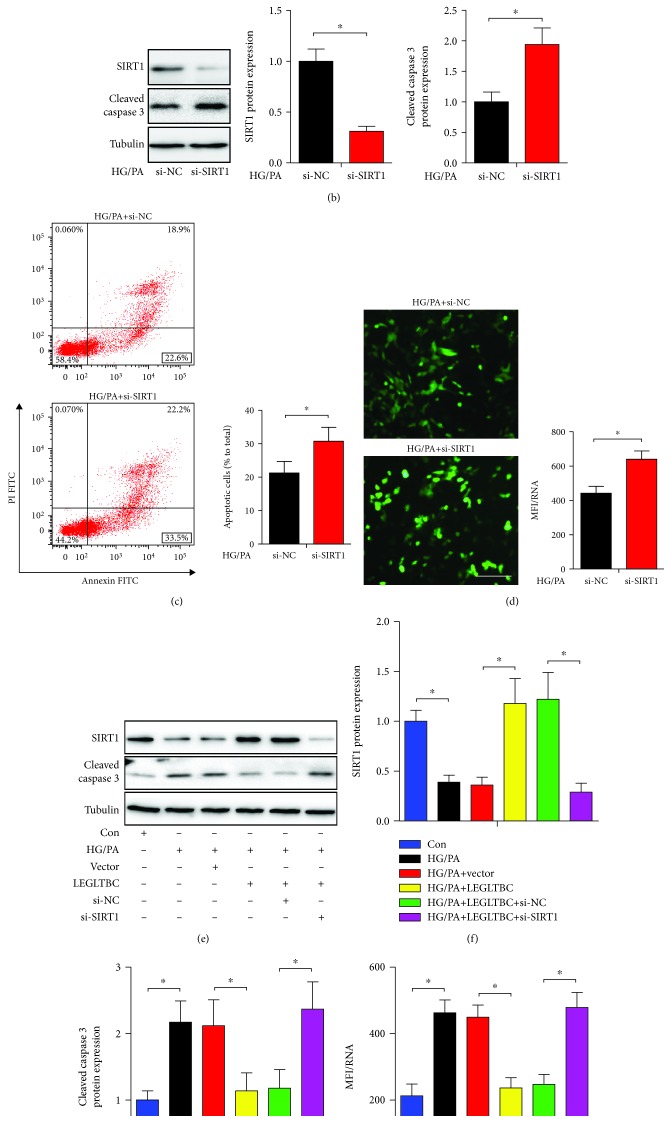
SIRT1 knockdown abolished the protective effects of LEGLTBC. (a) Western blot analysis showed that LEGLTBC silencing or overexpressing positively regulated SIRT1 expression. Knockdown of SIRT1 increased the cleaved caspase 3 expression in HG/PA-treated INS-1 cells (b), which were associated with an obvious increase of apoptotic cells (c) and ROS generation (d). INS-1 cells transfected with vector, LEGLTBC, LEGLTBC+si-NC, and LEGLTBC+si-SIRT1 were treated with HG/PA, followed by the detection of SIRT1 and cleaved caspase 3 expression (e, f, and g) and ROS production (h). Results are presented as means ± SD of *n* = 3‐5 independent experiments. ^∗^Conditions significantly different (*P* < 0.05).

**Figure 7:**
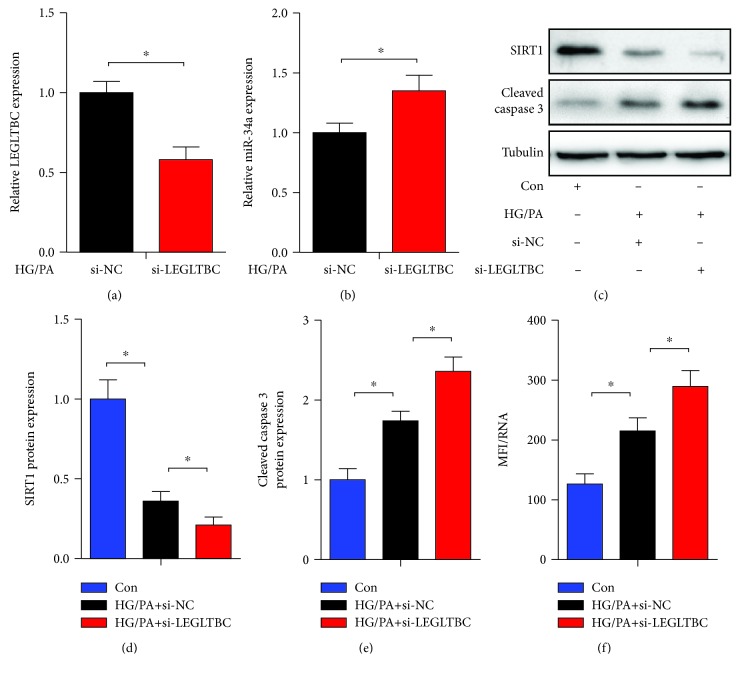
Effects of LEGLTBC silencing on rat pancreatic islets. (a) Downregulation of LEGLTBC using siRNA for 48 h and the expression of LEGLTBC in HG/PA-treated rat islets assessed by qRT-PCR analysis. (b) The expression of miR-34a in HG/PA-treated rat islets was assessed by qRT-PCR analysis. Rat pancreatic islets transfected with si-NC or si-LEGLTBC were treated with HG/PA, followed by the detection of SIRT1 and cleaved caspase 3 expression (c, d, and e) and ROS production (f). Results are presented as means ± SD of *n* = 3‐4 independent experiments. ^∗^Conditions significantly different (*P* < 0.05).

**Table 1:** Sequences of primers.

Primer name	Sequence
NONRATT024184.2 forward	5′-GGTGGAGGGAATGCAAAC-3′
NONRATT024184.2 reverse	5′-CCTTCTCAGCAGTCTGTC-3′
NONRATT006369.2 forward	5′-TCTAAGATAGTGGCTTGATGCT-3′
NONRATT006369.2 reverse	5′-GAAATCAGAGTATGCCCTGAG-3′
NONRATT003679.2 forward	5′-GCTGTACCTCGAATGAATCC-3′
NONRATT003679.2 reverse	5′-AAACCTCTCTCCCAGTAGTC-3′
NONRATT021202.2 forward	5′-GCAGAGGTCTGTTTAGCATAG-3′
NONRATT021202.2 reverse	5′-CTGTGCAGGTCACCTGGTA-3′
NONRATT019034.2 forward	5′-GGAAAGGACCCATATCCCTGA-3′
NONRATT019034.2 reverse	5′-TTATGCCCGGTTCCCAAG-3′
NONRATT009569.2 forward	5′-GTCGTGTCTTCCTTGCTG-3′
NONRATT009569.2 reverse	5′-CTGACTGCAAGAAGTTCTGAT-3′
NONRATT021337.2 forward	5′-GCTCCCAGCTTCACATTG-3′
NONRATT021337.2 reverse	5′-TCCATGCTGGTTGTGACT-3′
NONRATT028292.2 forward	5′-AGTCAGGATGAGGCTTAGT-3′
NONRATT028292.2 reverse	5′-GGTCTGGGTGGAGTTAAGTAG-3′
NONRATT001611.2 forward	5′-CATCTGAGATGGGAGATTGG-3′
NONRATT001611.2 reverse	5′-CCTAAGATAGACACACACAGGA-3′
NONRATT010357.2 forward	5′-AATGTTTACACTAGCCGATCC-3′
NONRATT010357.2 reverse	5′-CACCTTGTCACCTGTTGAG-3′
miR-34a forward	5′-CCAGCTGTGAGTGTTTCTTTG-3′
miR-34a reverse	5′-CAGCACTTCTAGGGCAGTAT-3′
*β*-Actin forward	5′-CCACCATGTACCCAGGCATT-3′
*β*-Actin reverse	5′-CGGACTCATCGTACTCCTGC-3′
U6 forward	5′-CGAGCUGGUAAAGAAUUUATT-3′
U6 reverse	5′-UAAAUUCUUUACCAGCUCGTT-3′
LEGLTBC-WT forward	5′-CCACAGCCAGCTAGTCCAAGACAATCTGTG-3′
LEGLTBC-WT reverse	5′-AACGTGCACTACGAGAACTTTGTT-3′
LEGLTBC-MUT forward	5′-GGTCACAGCAGGATGTTAAGGTGAGACC TGTACCTC-3′
LEGLTBC-MUT reverse	5′-AGCTACATCTGGCTACTGGGTCTC-3′

**Table 2:** Studied lncRNAs with fold changes, *P* values and genomic locations.

LncRNA	Fold change	*P* value	Genomic location
NONRATT015294.2	13.18	5.16 × 10^−7^	Chr2:144866512-144867527
NONRATT010357.2	8.70	4.34 × 10^−11^	Chr15:27230306-27231061
NONRATT003679.2	-5.49	1.28 × 10^−8^	Chr1:245235678-245236805
NONRATT024184.2	-6.00	3.74 × 10^−7^	Chr6:48450847-48658080

## Data Availability

The data used to support the findings of this study are available from the corresponding authors upon request.

How the deposited data were processed for this re-analysis (not part of the article)

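RNA-Seq of INS-1 cells compared 3 control cultures (Con) with 3 cultures exposed to HG/PA. Sample identities were taken from the sample records and the paper. The authors removed rRNA, adapter and low-quality reads with seqtk, mapped the remaining reads with HISAT2 to Rnor_6.0, and computed FPKM values with StringTie for annotated transcripts. The authors used edgeR for differential expression, and the paper's text does not name the edgeR test, normalization or filter, nor does it call its P values adjusted. The tables analysed here, which the authors deposited for each sample, hold FPKM values of 18649 lncRNA transcripts. The test fixed in advance for normalized values was applied.

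The values of FPKM times length fell on whole multiples of a step that was specific to each sample. The step gave the fragments behind each value and an implied total, taken here as the depth. Whether the authors divided by this total is not known. These totals were between 12491512 and 13770572 fragments per sample. The total implied by the step is not stated in the paper. A lncRNA needs 3 fragments to be told from 0 with some assurance, and intervals and floors from fragments cover counting error only.

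Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) on log2(FPKM + 0.1), for lncRNAs with an FPKM of at least 0.1 in at least 3 of the 6 samples, without further scaling and without a replicate block. Thresholds were a fold change of at least 2 with an unadjusted p below 0.05, as in the paper, and the same fold change with a Benjamini-Hochberg adjusted p below 0.05. Unless another fold change is named, numbers of lncRNAs at an adjusted p below 0.05 include this fold change. The procedure was tested on simulated fragments with known changes before it was applied. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Comparisons of single values between 3 and 3 samples used exact permutation tests, which cannot give a p below 0.1.

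The lncRNAs named in the text were fixed by a rule before the data were examined. They are the 11 lncRNAs of Tables 1 and 2 and Figure 1(c), and the 3 largest rises and 3 largest falls among lncRNAs with a fold change of at least 2, an adjusted p below 0.05 and complete separation of the groups. Identifiers of some of these are left out of the text because the files do not pair them with names. Both groups carry the replicate numbers 1 to 3 in the sample records, and this numbering is the origin of the replicate block.

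The alternatives were pseudocounts of 0.01 and 1, no filter, a filter at an FPKM of 1, rescaling by the median of ratios, quantile normalization, limma without a trend, a replicate block, leaving out each sample, a fold change of 1.5, and a test against a fold change of 1.5. Chosen after the values were seen were limma-voom on the recovered fragments, the same with a replicate block, and the ratio of the group mean FPKM values. Alternatives planned for counts, edgeR among them, were not run on the recovered fragments. Protein-coding genes and marker genes were not analysed here, so comparisons of lncRNAs with protein-coding genes were left out. The gene table given for the rat is of another assembly than Rnor_6.0, so no gene name or coordinate was taken from it. The qRT-PCR, islet, miR-34a, luciferase and protein measurements were not analysed here.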

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

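The tests of these rises were chosen after the result was seen. Each lncRNA here is outside those the paper discusses, and its level in the HG/PA samples lies above every control sample. NONRATT005603.2 had a log2 fold change of 6.33 (adjusted p = 0.0016 from limma, higher in 3 of 3 HG/PA samples), or 6.44 relative to the median of all tested lncRNAs. No fragment was found in the Con samples, where 152.1 fragments were expected at the HG/PA rate, an expectation that follows from the choice of the largest rises. The groups were sequenced to a similar depth, with a mean implied total of 12930354 fragments in Con and 13177753 in HG/PA, so a lower depth of the controls does not account for the rise. No other listed lncRNA overlaps it, so fragments shifted between overlapping listed lncRNAs do not account for the rise. The gap between the lowest HG/PA and the highest Con sample was 2.78 fragments per 1000000. Without an overlapping lncRNA, this gap restates the rise and is no separate test. Unlisted genes were not tested. A response to HG/PA is a hypothesis that cannot be told apart from the remaining technical explanations.

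NONRATT003502.2 had a log2 fold change of 5.87 (adjusted p = 0.045 from limma, higher in 3 of 3 HG/PA samples), or 5.98 relative to that median. Con 2 held 10 fragments and the other Con samples 0, where 284.6 were expected in all. It overlaps 3 other listed lncRNAs. Without NONRATT003502.2, these held 31, 43 and 36 fragments in Con 1, 2 and 3 and fell to 28, 25 and 23 in HG/PA 1, 2 and 3. The sum over all of them, NONRATT003502.2 included, rose, with the lowest HG/PA sample above the highest Con sample by 4.304 fragments per 1000000, so a shift of fragments among them does not account for the whole rise. The call depended on the processing. Limma's adjusted p was 0.11 with the replicate block, 0.099 with a pseudocount of 0.01, 0.051 without a filter and 0.10 without a trend, and it was above 0.05 in all fits that left out a sample except the fit without Con 2.

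With the pseudocount of 0.1, another lncRNA had the third largest rise. Its log2 fold change was 5.17 (adjusted p = 0.0038 from limma, higher in 3 of 3 HG/PA samples), or 5.29 relative to that median. It had 0 fragments in the Con samples, where 80.5 were expected. With the replicate block, limma's adjusted p was 0.052. It lies on chromosome 4 from 100222885 to 100224722 and overlaps another listed lncRNA. The lowest HG/PA sum of both was below the highest Con sum (difference -9.41 fragments per 1000000). The overlapping lncRNA alone held 165, 44 and 200 fragments in Con and 44, 95 and 172 in HG/PA, and this lncRNA held 39, 21 and 22 in HG/PA, so the sum cannot show whether fragments were shifted between them. The rise cannot be told apart from such a shift.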

How the results depend on the processing

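The number of lncRNAs past the paper's threshold (1140) stayed within 1.5 times of this value with the replicate block, a pseudocount of 0.01, no filter, either rescaling, limma without a trend, and limma-voom with or without a block. It was 272 (108 upregulated, 164 downregulated) with a pseudocount of 1, 623 (201 upregulated, 422 downregulated) with an FPKM of at least 1 in 3 samples, and 2218 (742 upregulated, 1476 downregulated) with a fold change of at least 1.5. Across the 6 fits that each left out a sample it was from 1062 to 1157, with 353 to 498 upregulated and 579 to 771 downregulated.

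The number at an adjusted p below 0.05 (261) moved more. It was 13 (7 upregulated, 6 downregulated) with the replicate block, 157 (64 upregulated, 93 downregulated) with a pseudocount of 1, and 38 (23 upregulated, 15 downregulated) in a test against a fold change of 1.5. With the threshold itself at a fold change of 1.5, it was 420 (162 upregulated, 258 downregulated). With limma-voom and the replicate block, chosen after the values were seen, it was 51 (26 upregulated, 25 downregulated). The downregulated lncRNAs were 90 after rescaling by the median of ratios, 89 after quantile normalization and 84 in limma without a trend. Across the 6 fits that each left out a sample the number was from 79 to 121, with 26 to 73 upregulated and 37 to 88 downregulated. In these fits a lncRNA still needed 3 samples past the filter, so a lncRNA found in a single group was not tested when a sample of that group was left out. The cause of these changes was not tested. Adjustment over all tested features was not run, because every tested feature is a lncRNA and the fit would be identical. With no filter, all 18649 were adjusted together and the number was 228 (99 upregulated, 129 downregulated).

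The log2 fold change of LEGLTBC was -2.28 with the replicate block, as without it, but its adjusted p was then 0.063. It kept its direction and an adjusted p below 0.05 with either pseudocount, either filter alternative and either rescaling. The same held in limma without a trend, in limma-voom without a block, and in each fit that left out a sample. The log2 fold change was -1.65 with a pseudocount of 1 and -2.38 with 0.01. It was -2.16 after rescaling by the median of ratios and -2.15 after quantile normalization. Across the 6 fits that each left out a sample it was from -2.46 to -2.18. The correlation of mean lncRNA levels was 0.946 with Spearman's rho in place of Pearson's r (0.939). The samples clustered by condition under every alternative tried, and the gap between correlations within and between groups, 0.0105 as reported, was 0.0086 with no filter, 0.0090 with a pseudocount of 0.01, 0.0093 after quantile normalization, 0.0095 after rescaling by the median of ratios, 0.0110 with a pseudocount of 1 and 0.0223 with an FPKM of at least 1 in 3 samples. For the 16 other named lncRNAs, 236 values under alternatives included 204 that kept their direction and their side of the threshold (or, for the ratio of group means, moved by less than the replicate SD), 31 weaker, 1 stronger and none reversed. The replicate block alone gave 11 of the 31 weaker values, so it weakened 11 of these 16 lncRNAs.

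Depth limits the low lncRNAs. Of the 1140 lncRNAs past the paper's threshold, 600 had fewer than 10 fragments on average. In simulated data, limma recovered 31.0% of changes of at least 4-fold in that range. This was at an adjusted p below 0.05, a stricter criterion than the paper's. On the same data, limma-voom recovered 44.8% in that range and 98.6% with 10 or more fragments, so part of the shortfall depends on the method. Alternatives planned for counts, and those for protein-coding genes, were not run.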

Differences from the paper's values

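The paper's number of dysregulated lncRNAs is 264, with 153 upregulated and 111 downregulated, against 1140, 455 and 685 here. Of the alternatives set before the data were examined, a pseudocount of 1 came within 1.5 times of all 3 of the paper's numbers (272, 108 and 164), and an FPKM of at least 1 in 3 samples did so for the upregulated lncRNAs (201). With a pseudocount of 1, however, the fold changes of all lncRNAs in Table 2 were smaller in size than the paper's. Examples are 2.79 against 13.18 for NONRATT015294.2 and -3.13 against -5.49 for NONRATT003679.2. The match in number therefore does not show how the gap arose. The other alternatives that were run came within 1.5 times of none of the paper's 3 numbers. The number at an adjusted p below 0.05, which is another criterion than the paper's, was 261, with 115 upregulated and 146 downregulated. The paper has more upregulated than downregulated lncRNAs. At the paper's threshold more were downregulated here, except after rescaling by the median of ratios (578 upregulated, 471 downregulated) and after quantile normalization (551 upregulated, 493 downregulated).

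The paper's P values in Table 2 are 5.16e-07 for NONRATT015294.2, 4.34e-11 for NONRATT010357.2, 1.28e-08 for NONRATT003679.2 and 3.74e-07 for NONRATT024184.2. The unadjusted p from limma was 0.0042, 0.00078, 2.2e-05 and 6.5e-05, and none of the alternatives run closed the gap. The edgeR test that the authors used was not run on the recovered fragments, so its share in the gap is not known. The lncRNA that the paper ranks with the largest fold change in Table 2, NONRATT015294.2, had an adjusted p of 0.085 from limma.

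The ratio of the group mean FPKM values, chosen after the values were seen, was 13.18, 8.70 and -6.00 for NONRATT015294.2, NONRATT010357.2 and NONRATT024184.2, equal to the paper's values. For NONRATT003679.2 it was -5.17, while the paper's Table 2 value is -5.49. The ratio of NONRATT006369.2 was -5.49, and no other listed lncRNA had that ratio. In Figure 1(c), the RNA-Seq bar of NONRATT006369.2 is at about -5.5 and that of NONRATT003679.2 at about -5.2, read by eye.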

Other observations

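Of the tests here, those of chance placement and of overlapping annotation for neighbouring lncRNAs were chosen after the result was seen. Of the 10 splits of the 6 samples into 3 and 3, 1 (the split into Con and HG/PA) gave as many as 261 lncRNAs at an adjusted p below 0.05, and the other 9 gave 0 to 9. For the paper's threshold, 1 of the 10 splits gave as many as 1140, and the other 9 gave 365 to 437. Of the 4 splits that part as many same-numbered pairs, 1 gave as many. The other 6 splits keep more same-numbered samples together. A share of 0.1 is the smallest that 10 splits allow, so chance cannot be excluded by this count.

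More lncRNAs were downregulated than upregulated at an adjusted p below 0.05 (146 against 115). After rescaling by the median of ratios, 135 were upregulated and 90 were downregulated, and after quantile normalization 121 and 89. Rescaling centres the fold changes and shifts this balance by construction, so it does not show whether the scaling between samples is the cause. The balance also reversed without rescaling, in limma without a trend (92 upregulated, 84 downregulated), with the replicate block (7 and 6), with limma-voom and the block (26 and 25), and in the test against a fold change of 1.5 (23 and 15). More remained downregulated with a pseudocount of 0.01 (99 upregulated, 132 downregulated) or 1 (64 and 93), with no filter (99 and 129), with an FPKM of at least 1 in 3 samples (85 and 155) and with limma-voom without a block (97 and 129). The same held with a fold change of at least 1.5 (162 and 258). The fits that left out a sample are not counted here, since their filter removes lncRNAs found only in the group that lost a sample and so moves the balance itself.

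The share of the implied total of fragments on listed lncRNAs was 9.67, 9.62 and 9.29% in Con 1, 2 and 3. It was 8.92, 8.76 and 9.22% in HG/PA 1, 2 and 3 (two-sided exact permutation test, p = 0.1, the smallest p that this design allows). Without the 20 lncRNAs with the most fragments, the lowest Con share still exceeded the highest HG/PA share, by 0.240%, so a few transcripts do not account for it. The number of lncRNAs above 0 was larger in each HG/PA sample than in each Con sample. After thinning all samples to the lowest total, the lowest HG/PA number still exceeded the highest Con number, by 24.7 lncRNAs, so depth does not account for it (exact permutation test, p = 0.1, the smallest possible). The share was 9.53 ± 0.20% in Con and 8.97 ± 0.23% in HG/PA (SD, n = 3 each). The number above 0 was 17275 ± 37 in Con and 17402 ± 32 in HG/PA (SD, n = 3 each). In both patterns the group means lay further apart than the SD of either group, and the samples of the groups did not overlap. With 3 samples per group, this does not exclude replicate spread alone. The permutation test cannot decide on chance, since 3 samples per group allow no p below 0.1. A response to HG/PA is a hypothesis for both patterns.

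Neighbouring lncRNAs tended to change together. Across 3257 neighbours that lie within 5 kb without overlap, the correlation of their log2 fold changes was 0.165, and across 4408 neighbours more than 100 kb apart it was 0.031. Shuffling the fold changes gave no correlation as large in any draw (permutation p = 0.0001, the smallest they can give), which goes against chance placement. The correlation was 0.173 over neighbours that each had at least 10 fragments on average, so low counts do not account for it. The pattern was seen in pairs without overlap, so the same 0.165 is no separate test of overlapping annotation. Across 2757 overlapping neighbours the correlation was 0.107, so the pattern was not stronger with overlap. The correlations are across lncRNAs, which are not independent replicates. Regulation of shared regions is a hypothesis, and fragments from longer transcripts that span both neighbours were not tested. LEGLTBC has such a neighbour 542 nt away, a lncRNA of 320 nt whose fragments were 21, 19 and 18 in Con and 10, 9 and 4 in HG/PA (log2 fold change -1.41, adjusted p = 0.094 from limma, lower in 3 of 3 HG/PA samples), which did not pass an adjusted p of 0.05.

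Within a condition, the deviations of overlapping lncRNAs from the group means had a median correlation of -0.024 over 1892 pairs, against 0.025 over 1544 close pairs without overlap (permutation p = 0.0222). This small shift is consistent with fragments moving between overlapping listed lncRNAs. Strongly opposed pairs, with a correlation below -0.9, were not more frequent among overlapping pairs (2.33%) than among close pairs (3.17%).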
